A study of Mus musculus with 6 samples.

How the data were processed

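Total RNA from mouse brain, wild type or TRMT1L knockout, was depleted of ribosomal RNA, size-selected between 30 and 150 bp and sequenced as small RNA, per the labels' protocols. There were 3 wild-type and 3 knockout libraries, grouped and numbered by the labels' titles. Per the file headers, the deposited files give raw counts for each position of each tRNA reference, namely the coverage, the number of A, T, C and G calls, the reverse-transcription stops, the deletions and the insertions. Per the file headers, the deposited files also give the mean and median base quality score at each position. The aligner, the pileup tool, the tRNA reference set and the genome build are stated neither in the headers nor in the labels. The references carry tRNA names without genome coordinates, so positions are given within the reference and as canonical tRNA numbers.

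Properties of the files were read from their values. No position with fewer than 30 reads was listed, so a position that is not listed had fewer than 30 reads, which is not the same as 0. Coverage stopped near 8000 reads, with a highest value of 8032, as a pileup depth limit would give. Near-identical references often carried identical counts, so reads that map to several gene copies appear on each of them, and values of such copies are not independent. A stop listed at a position counts reads that start at the position before it, and stops were moved by one position accordingly. The targeted gene's own transcript was not analysed here, so the genotype labels were not checked against it.

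Canonical numbers were assigned from the anticodon found in the sequence of 99 references, by a match to a similar reference for 43, and from a D-arm motif for 2, while 46 references were not numbered. The mismatch percentage is the share of called bases that differ from the reference base. Sites were tested where coverage was at least 100 in each of the 6 libraries and the pooled event rate was at least 1%. Each site was tested with a quasi-binomial model, two-sided, with the dispersion moderated across sites by limma (version 3.58.1, R 4.3.3) and floored at 1, and Benjamini-Hochberg adjustment at 0.05. Position means and tRNA families were compared by exact two-sided permutation tests, for which 3 against 3 libraries cannot give a p below 0.1. Abundance was the highest per-position coverage of a reference, tested with edgeR's quasi-likelihood test (version 4.0.16) with TMM normalization and filterByExpr, and DESeq2 (version 1.42.0) was an alternative. The standard error of a log2 fold change was taken from the test's F statistic. Intervals for single libraries are Wilson 95% intervals, the floor is the share that 3 reads make of the bases read, and both cover counting error only.

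The same functions were tested on simulated data built on the real coverages. With no change simulated, 0 of 144 mismatch sites, 0 of 1042 stop sites, 0 of 60 deletion sites and 0 of 145 references were called. With odds multiplied by 4, 85% of 40 changed mismatch sites, 71% of 200 changed stop sites and 66.7% of 15 changed deletion sites were recovered, and 16.7% of the 12 deletion calls were false. With 4-fold changes, 100% of 40 changed references were recovered. The simulated counts were drawn independently, without a depth limit on them and without reads shared between copies. The counts of false calls therefore do not cover calls that arise from either.

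Before the data were examined, the designs, the alternatives and the rule for named items were fixed. The rule named positions 26 and 27 of tRNA-Tyr-GTA and position 26 of tRNA-Ala-AGC, the range over families at both positions, and up to 10 sites or references with the largest change among those past the threshold whose 3 knockout values all lay on one side of the 3 wild-type values. The alternatives changed the coverage minimum, the rate minimum, the test, the normalization, the filter and the summary of coverage, added the replicate number as a block, and left out each library in turn. The replicate numbers come from the labels' titles. Libraries of the same group were compared pairwise, and none agreed within sampling noise, with chi-square per degree of freedom between 16.4 and 58.2 over 128 references.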

Results

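Small RNA from the brains of wild-type and TRMT1L knockout mice was sequenced in 3 libraries per genotype. TRMT1L is a paralogue of TRMT1, a methyltransferase that acts on guanosine 26 of tRNAs, and the comparison asked which tRNA positions and tRNAs differ without it. Methylation of a base-pairing face leaves mismatches, stops and deletions in the reads made by reverse transcription. The wild-type libraries held 6151209, 6295061 and 6274159 base calls on tRNA references, and the knockout libraries held 8295437, 7981301 and 8797395. Each knockout library was thus deeper than each wild-type library. Median coverage of a listed position lay between 149 and 208 reads. In all, 6130 positions on 145 references were listed in all 6 libraries, and 4037 positions had at least 100 reads in each. Between 9 and 11 references reached the depth limit in a wild-type library, and between 13 and 15 did in a knockout library.

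The positions fixed beforehand were poorly covered. Positions 26 and 27 of tRNA-Tyr-GTA were not listed in any wild-type library, so they had fewer than 30 reads there and no comparison between genotypes could be made. In the knockout libraries, Tyr-GTA-3 was covered by 43, 35 and 33 reads at both positions, with 0 mismatches. The upper Wilson 95% bounds were 8.2%, 9.89% and 10.4%, and the smallest shares the depth could show were 6.98%, 8.57% and 9.09%. Tyr-GTA-4 carried the same counts. Position 26 of tRNA-Ala-AGC had no reference with 100 reads in each library. Ala-AGC-3 had 37, 43 and 34 bases read in the wild type and 86, 74 and 142 in the knockout, with 0 mismatches in each library. Its upper bounds ran from 2.63% to 10.2%, and its floors from 2.11% to 8.82%. In knockout replicate 1, Ala-AGC-4, Ala-AGC-5 and Ala-AGC-10 had 2 mismatches each, in 89, 65 and 62 bases, and this position of these references was not listed in any wild-type library. A change at Ala-AGC-3 below these bounds was not detectable at this depth.

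At guanosine 26, 19 references of 9 families passed the coverage minimum. Their mean mismatch percentage was 9.41% ± 0.27 (SD, n = 3) in the wild type and 10.59% ± 1.31 (SD, n = 3) in the knockout. Both means include mito-Pro-TGG at 100% in each library, which raises them by the same amount and makes up much of their level. The difference of 1.18 percentage points was not separated from the spread between libraries (exact two-sided permutation test, p = 0.2, smallest possible 0.1). With a coverage minimum of 500, which left 9 references, the difference was -0.15 points. Across references the wild-type mean ran from 0% at Val-AAC-1, iMet-CAT-1 and mito-Gln-TTG to 14.23% at Ser-GCT-3, apart from mito-Pro-TGG, which was read as mismatched at 100% in all 6 libraries. In mito-Leu2-TAA the mismatch percentage was 13.85% ± 1.59 (SD, n = 3) in the wild type and 18.46% ± 5.76 (SD, n = 3) in the knockout. At Ser-GCT-1, chosen after its values were seen, it was 10.2% ± 2.11 (SD, n = 3) and 18.18% ± 4.27 (SD, n = 3), with all 3 knockout values above the wild-type values. The moderated quasi-binomial test with limma gave an adjusted p of 0.557 there. Ser-GCT-4, which shares most of these reads, gave 9.98% and 17.94%. The other 3 Ser-GCT references overlapped between genotypes, with 12.17% and 15.25% at Ser-GCT-2, 14.23% and 14.17% at Ser-GCT-3, and 2.78% and 2.49% at Ser-GCT-5.

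**Figure D1:**
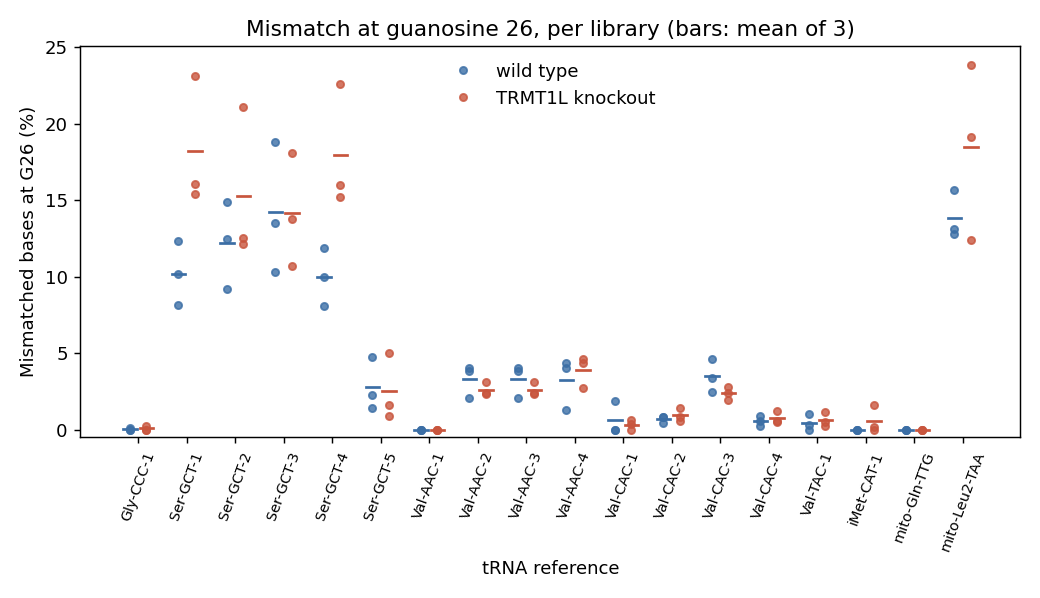
Mismatched bases at guanosine 26 in percent, for each tRNA reference with at least 100 reads in all 6 libraries, with mito-Pro-TGG (100% in each library) left out. Each point is a library and each bar the mean of 3, blue for wild type and red for knockout. The knockout points of Ser-GCT-1 lie between 15.41% and 23.1%, above the wild-type points, and most other references overlap.

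At guanosine 27 only Gly-TCC-1 passed the coverage minimum. Its mismatch percentage was 0.0304% ± 0.0239 (SD, n = 3) in the wild type and 0.00831% ± 0.0072 (SD, n = 3) in the knockout. These shares rest on 1, 1 and 4 mismatched reads in the wild type and 1, 1 and 0 in the knockout, among 5148 to 8021. Coverage was at the depth limit in the knockout libraries, so the order of the single-read shares follows from the coverage, and the exact two-sided permutation test (p = 0.1, the smallest the design allows) cannot tell a difference in mismatches from one in coverage.

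Over all positions, 144 mismatch sites on 68 references were tested, of which 138 had distinct counts. None had an adjusted p under 0.05 in the moderated quasi-binomial test with limma, and 7 had an unadjusted p under 0.05. The smallest adjusted p was 0.557. Groups did not overlap at 3.47% of the mismatch sites, 13.3% of the deletion sites and 14.2% of the read-start sites described next, where chance gives 10%. Among 60 deletion sites, 0 passed the threshold and 8 had an unadjusted p under 0.05, with a smallest adjusted p of 0.141. The mitochondrial Gln-TTG site at position 53, named after its values were seen, had deletions in 4.45% ± 0.588 (SD, n = 3) of wild-type reads and 8.12% ± 0.139 (SD, n = 3) of knockout reads.

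Of 1042 read-start sites, 4 passed the threshold, all lower in the knockout, and 77 had an unadjusted p under 0.05. At position 2 of Cys-GCA-1, the share of reads starting there was 4.32% ± 0.43 (SD, n = 3) in the wild type and 0.0125% in each knockout library (quasi-binomial test moderated with limma, adjusted p = 9.98e-06). Cys-GCA-2 and Cys-GCA-3 gave the same difference of -4.305 points from largely shared reads. At position 31 of Gly-TCC-1 the shares were 3.14% ± 1.09 (SD, n = 3) and 0.0125% (adjusted p = 0.00192). Coverage at these sites was at the depth limit in the knockout libraries, and with sites at the depth limit left out 0 of 1027 passed. That alternative was chosen after seeing the data.

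Of 145 references tested for abundance with edgeR's quasi-likelihood test, 33 had a Benjamini-Hochberg adjusted p under 0.05, 18 higher and 15 lower in the knockout. Upper-quartile normalization moved this most, to 71 calls with 12 higher and 59 lower, and shifted the median log2 fold change to -0.49. Of the 15 references called lower, 10 were at the depth limit, where the ratio of knockout to wild-type coverage before scaling lay between 0.95 and 1.025. Without references at the depth limit, an alternative chosen after seeing the data, 20 of 128 were called, 15 higher and 5 lower.

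The 10 named references were all tRNA-Cys-GCA copies. Cys-GCA-17 rose from a highest coverage of 103 ± 26.9 (SD, n = 3) to 1387 ± 144 (SD, n = 3), a log2 fold change of 3.26 (SE 0.236, edgeR adjusted p = 6.52e-06). Cys-GCA-4 rose from 220.7 ± 47.5 (SD, n = 3) to 2262 ± 289 (SD, n = 3), a log2 fold change of 2.87 (SE 0.221, edgeR adjusted p = 6.52e-06). The other 8 had log2 fold changes between 2.75 and 2.91. With the median per-position coverage the log2 fold change of Cys-GCA-7 was -1.005 (edgeR adjusted p = 0.327). Those of the other named references lay between 2.428 and 3.361 with that coverage. Most of these references carried nearly the same counts, so their separate levels are uncertain. On Cys-GCA-4 the positions listed in all 6 libraries ran from 1 to 34, so these reads came from the 5′ part of the tRNA. Cys-GCA-1, Cys-GCA-2 and Cys-GCA-3 were also called higher, with log2 fold changes of 0.72 to 0.75. Their knockout coverage was at the depth limit. Their ratios of knockout to wild-type coverage before scaling, 2.306 to 2.352, are therefore lower bounds. The log2 fold changes also depend on the scaling, so the limit does not bound them in this way.

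**Figure D2:**
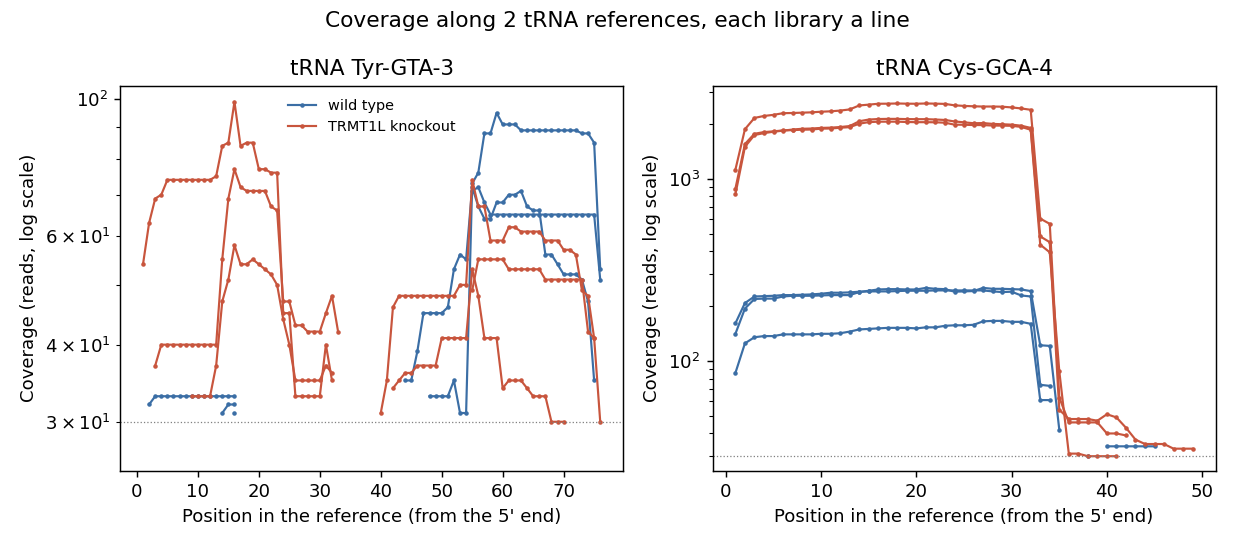
Coverage in reads on a log scale against the position in the reference, for Tyr-GTA-3 and Cys-GCA-4, one line per library, blue for wild type and red for knockout. Gaps are positions with fewer than 30 reads, the dotted line; no wild-type library of Tyr-GTA-3 has a listed position from 17 to 43, and knockout coverage of Cys-GCA-4 reaches 2593 reads where the highest wild-type coverage is 252.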

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

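The test of the flagged result was chosen only after the result was seen. Insertions were not part of the comparisons above. Of 35 insertion sites tested in the same way, 0 passed the threshold and 3 had an unadjusted p under 0.05, and 4 of the 4 splits of the libraries that part the same-numbered pairs gave as many calls, as any split must when the count is 0.

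Position 54 of Val-TAC-1 stood out because insertions were absent from the 3 wild-type libraries and present in the 3 knockout libraries. The knockout percentages were 29.1%, 3.98% and 15.9%, a mean of 16.4%, from 37 of 127, 7 of 176 and 33 of 207 reads. In the wild type, 0 of 137, 0 of 160 and 0 of 108 reads had one. The smallest shares that depth could show in the wild type were 2.19%, 1.88% and 2.78%. The adjusted p was 0.178 (quasi-binomial test moderated with limma). The median base quality was 29 in each library, so it does not separate the genotypes. A technical explanation is gapped alignment at the read end: a mean of 66.5% of the wild-type coverage was lost from this position to the next, where an unlisted position was counted as 29 reads. Coverage fell in the knockout too, from 176 to 55 and from 207 to 69 reads in replicates 2 and 3. In knockout replicate 1, which had the highest insertion share, it fell from 127 to fewer than 30 reads. Frequent read ends were thus found in both genotypes and alone do not account for a difference between them. The loss does not show how the reads with an insertion were aligned, so the pattern cannot be told apart from gapped alignment, and no biological explanation was tested.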

How the results depend on the processing

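Alternatives involving the depth limit, distinct counts, collapsed references, scaling without TMM and cytosolic references were chosen after seeing the data. The mismatch sites gave 0 calls under each alternative run, with 1 to 20 sites at an unadjusted p under 0.05. Positions 26 and 27 of tRNA-Tyr-GTA and position 26 of tRNA-Ala-AGC had no value at the coverage minimum of 100, so their alternatives were not run.

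For stops, 0 sites were called with a pooled rate of at least 5% (26 at an unadjusted p under 0.05), without sites at the depth limit (79) and without references at the depth limit (82). Each of these 3 settings leaves out the 4 called sites, so none tests them again. The count of 4 ranged from 0 to 4 across the fits that each left out one replicate. Without any one wild-type library the 3 Cys-GCA stop sites fell under the pooled-rate minimum of 1% and were not tested; Gly-TCC-1 position 31 did so without wild-type replicate 2. With limma on the arcsine square root, its adjusted p was 0.0833. For deletions, 1 site was called with a coverage minimum of 500 and 1 with a pooled rate of at least 5%, in both cases mito-Gln-TTG position 53 (adjusted p 0.0227 and 0.0423, limma-moderated). The cause was not tested for these 2 changes. Leaving out one replicate gave from 0 to 2 deletion sites. The 2, lower in the knockout, were position 24 of Leu-AAG-2 and Leu-AAG-3 without wild-type replicate 2 (adjusted p 0.0138). Both had deletions in 6.23%, 0% and 11.6% of wild-type reads and 0% in each knockout library, so this fit leaves out the one wild-type library without deletions.

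For abundance, the 33 calls became 71 with upper-quartile normalization, of which 16.9% were higher against 54.5% in the reported result, and 27 were shared. They became 13 with the median per-position coverage (12 shared), 20 without references at the depth limit (20 shared) and 9 when near-identical references were also collapsed (9 shared). The fits that left out one replicate gave 24 to 41. The 10 named Cys-GCA references passed the threshold in each of these 6 fits, with log2 fold changes from 2.59 to 3.48. Upper-quartile normalization moved the scale, since the median log2 fold change went from -0.00412 to -0.486 and that of Cys-GCA-4 from 2.87 to 2.37. The cause was not tested for the change with the median per-position coverage. The rise of Cys-GCA-7 became -1.005 with the median per-position coverage, which was not a call (edgeR adjusted p = 0.327). The other named references kept log2 fold changes from 2.428 to 3.361 there. The median for Cys-GCA-7 takes in positions beyond the 5′ reads, and the cause was not tested.

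The mean at position 26 reversed to -0.15 points with a coverage minimum of 500 because fewer references were averaged: the 10 left out include Ser-GCT-1 (7.99 points), Ser-GCT-4 (7.96), mito-Leu2-TAA (4.62) and Ser-GCT-2 (3.08), and the values of the 9 kept did not change. The mean stayed higher in the knockout under the other alternatives, by 0.4478 points without knockout replicate 1 to 1.72 points without knockout replicate 2. With reads pooled over references the difference was 0.471 points. Much of the difference thus rested on knockout replicate 1, whose mean was 12.05%, against 9.511% and 10.21% in knockout replicates 2 and 3. With the replicate number as a replicate block, the counts were 0 mismatch sites (17 at an unadjusted p under 0.05), 4 stop sites, 0 deletion sites (6) and 35 references, and the mean paired difference at position 26 was 1.179 points. Same-numbered libraries did not deviate together: the mean correlations of their deviations were -0.0555 for mismatches, 0.0754 for stops, 0.00123 for deletions and 0.0755 for abundance. Depth limits the results at tRNA-Tyr-GTA and tRNA-Ala-AGC, where shares under about 2% to 10% could not be seen.

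Of the 10 splits of the 6 libraries, 4 part the 3 same-numbered pairs as the genotypes do; the others leave a pair on one side. Of these 4 splits, 1 gave as many stop sites (the genotype split) and 1 gave as many abundance calls (the genotype split), while 4 gave as many mismatch sites and 4 as many deletion sites, since those counts were 0. The genotype split is always among the 4, so these counts cannot set it apart from chance.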

Other observations

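The tests in this part were chosen only after the results were seen. For the median share of read starts alone, the prediction was written before the value of that test was seen.

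The 4 stop sites that fell in the knockout may reflect the pileup depth limit. All 4 are at the limit, so leaving out such sites removes them by design and tests nothing. In the wild-type libraries alone, the median share of reads starting at a position was 0.0125% over 511 positions at the limit and 0% over 10918 positions of references below it. The prediction, written before this value was seen, was a lower median at the limit, and it failed. Most positions below the limit had no read starts, so the median was a poor choice. A second measure was then chosen with these values in view: the highest share at the limit was 0.0125%, against a mean of 2.83% and a highest value of 96% on references below it. The knockout shares at the 4 sites were at this value too. At position 2 of Cys-GCA-4, which was below the limit, the share did not fall (27.04% in the wild type, 42.72% in the knockout; moderated quasi-binomial test with limma, adjusted p 0.271). At position 15 of Val-CAC-4, whose highest coverage was 8001, the share differed within the knockout. It was 20.96% and 19.8% in replicates 1 and 2 and 0.0125% in replicate 3, against 19.64% to 21.67% in the wild type. Although the first prediction failed and the second measure was chosen late, these values go with the depth limit as the source of the 4 calls. The knockout shares at the 4 sites therefore do not show fewer stops. Of the 10 references at the depth limit called lower, 5 had a lower mean coverage in the knockout before scaling. Some of these differences were tiny: Val-AAC-1 had 8018 reads in each wild-type library and 8018, 8018 and 8017 in the knockout. Ratios before scaling were 0.95 to 1.025, yet log2 fold changes were -0.565 to -0.455, so the calls came mostly from the scaling. Because coverage is saturated there, these calls do not show a real fall and cannot rule one out.

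The rise of 5′ reads of tRNA-Cys-GCA was large in each knockout library. Deeper knockout libraries do not account for it, since the log2 ratio for Cys-GCA-4 was 2.95 after dividing by total base calls. Better recovery of 5′ fragments of most tRNAs does not either. The median change of the log2 ratio of 5′ to 3′ coverage was 0.199 over 59 references below the depth limit, against 2.98 for Cys-GCA-5. A median cannot exclude better recovery of some 5′ fragments only. Reads shared between gene copies repeat the rise across references. The 11 copies called higher below the depth limit fell into 5 groups with coverages within 5% of each other. With each group counted once the 5 were still called higher (log2 fold change 2.07 to 3.26, edgeR adjusted p 4.54e-06 to 0.000217). Copies with such similar coverages keep nearly the same change when counted once, so this does not test whether shared reads produce the rise. How many copies rose cannot be told from these reads. A strain variant remains open, although no position of Cys-GCA-4 listed in all 6 libraries was mismatched above 0.83%, because a variant outside the reads would not be seen. More 5′ tRNA-Cys fragments without TRMT1L is a hypothesis for the rise. It cannot be told apart from a strain variant or from better recovery of these fragments alone.

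The ratio of 5′ to 3′ reads of Tyr-GTA-3 was higher in the knockout. The log2 ratio of the highest coverage at positions 10 to 25 to that of the 3′ region was -1.62, -1.17 and -1.13 in the wild type and 0.06, 0.13 and 0.85 in the knockout, a change of 1.65 (limma adjusted p 0.00341 among 59 references; 0.00106 to 0.0353 over the alternatives). Both parts contributed: the highest 5′ coverage was 31, 32 and 33 reads in the wild type and 77, 58 and 99 in the knockout, while the highest 3′ coverage was 95, 72 and 72 and then 74, 53 and 55. In the abundance test with edgeR, Tyr-GTA-2, which had the same highest 3′ coverages, was called lower (log2 fold change -0.88, adjusted p 0.0336), and Tyr-GTA-4, which had the same highest 5′ coverages, was not called (0.79, adjusted p 0.0655). The change in the ratio was the third largest after Cys-GCA-5 and Cys-GCA-7, and 3 references passed the threshold. Of the 4 comparable splits of the libraries, 1 gave as many, the genotype split. The change exceeded the median change by 1.45, which deeper knockout libraries would not give. One hypothesis is that reverse transcription passes position 27 more often without TRMT1L. That alone would not explain a fall of the 3′ reads, nor all of the 5′ reads. Knockout coverage was 77, 58 and 99 reads at position 16 but 43, 35 and 33 at position 27, so part of the 5′ reads did not span position 27. Wild-type coverage was already under 30 reads at position 43, 3′ of position 27, so its loss was not seen at position 27 itself. The stop share could not be compared, since 0 wild-type libraries listed positions 26 and 27. Positions 34 to 39 were listed in 0 of the 6 libraries, so full-length reads through the anticodon numbered under 30 there and were neither shown nor ruled out. The highest 5′ coverages, between 31 and 99 reads, make the ratio imprecise. A narrower window of positions 14 to 16 gave the same value because the highest coverage lies there, so it tests nothing further.

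Mismatches of at least 5% in one library and under 0.5% in the other 5 occurred at 14 of 4037 positions in wild-type replicate 2, at 2 in knockout replicate 1 and at 0 in the other 4 libraries. Of the 14, 1 lay at a commonly modified tRNA position (9, 26, 34, 37 or 58). Asp-GTC-4 reached 8007 reads in that library and between 636 and 1255 in the others. Reads of another origin in that library are a candidate explanation that this count of 1 does not settle.

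On Ala-AGC-1 the anticodon adenosine, at position 33 of the reference, was read as G in 0 of 72 bases in wild-type replicate 2 and 3 of 97 in knockout replicate 1. Val-AAC, Ile-AAT and Leu-AAG references were read as G at this anticodon base at 65.6% to 100%. Ala-AGC-1 was not the sole exception: Arg-ACG-3 was read as G at 0%, 3.51%, 8.57% and 6.45% in the 4 libraries that listed it, and Ala-AGC-4 and Ala-AGC-6 at 37.2% in knockout replicate 1. The Ala-AGC-1 reads of wild-type replicate 2 carried G27T at 85%, T31C at 94.4%, T37A at 93.1%, A40G at 93% and G42A at 100%, with positions counted from the 5′ end of the reference. Knockout replicate 1 carried the same changes, at 69.9%, 88.5%, 94.6%, 94.6% and 98.9%. Reads from another transcript are a candidate explanation that the lowest share in wild-type replicate 2, 85%, does not test, since the 5 changes were picked for their high shares. No biological explanation was tested. In knockout replicates 2 and 3, G27T was at 5.56% and 1.54%.

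At position 1 of His-GTG-2, an inserted base was found in 78.9% and 75% of reads in wild-type replicates 1 and 3 and in 4.33% to 6.67% in the other 4 libraries. Coverage at position 1 was 4489 and 990 reads in wild-type replicates 1 and 2, yet coverage at position 2 differed by 0.442%. This is consistent with read placement that differed between libraries. The median base quality at position 1 was 16 in the 2 libraries with frequent insertions and 36 in the other 4, so low base quality cannot be told apart from it.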
